# Mac-2-binding protein glycan isomer enhances the aggressiveness of hepatocellular carcinoma by activating mTOR signaling

**DOI:** 10.1038/s41416-020-0971-y

**Published:** 2020-07-06

**Authors:** Gantumur Dolgormaa, Norifumi Harimoto, Norihiro Ishii, Takahiro Yamanaka, Kei Hagiwara, Mariko Tsukagoshi, Takamichi Igarashi, Akira Watanabe, Norio Kubo, Kenichiro Araki, Tadashi Handa, Takehiko Yokobori, Tetsunari Oyama, Hiroyuki Kuwano, Ken Shirabe

**Keywords:** Hepatocellular carcinoma, Hepatocellular carcinoma

## Abstract

**Background:**

Wisteria floribunda agglutinin (WFA)^+^ Mac-2-binding protein (M2BPGi) is a novel serum marker for liver fibrosis. Although an elevated serum level of M2BPGi can predict development of hepatocellular carcinoma (HCC), the effect of M2BPGi on HCC remains unclear. There are no reports about the association of M2BPGi with HCC aggressiveness. We aimed to clarify the significance of M2BPGi in HCC.

**Methods:**

The protein expression of M2BPGi and galectin-3, a ligand of M2BP, and the mRNA expression of *M2BP* were evaluated in surgically resected human HCC samples. M2BPGi-regulating signals in HCC cells were investigated using transcriptome analysis. The effects of M2BPGi on HCC properties and galectin-3/mTOR signaling were evaluated.

**Results:**

M2BPGi and galectin-3 proteins co-localised in HCC cells, while *M2BP* mRNA was detected in cirrhotic liver stromal cells. mTOR signaling was upregulated in M2BPGi-treated HCC cells. Moreover, M2BPGi treatment induced tumour-promoting effects on HCC in vitro by activated mTOR signaling. In addition, M2BPGi bound to galectin-3 to induce membranous galectin-3 expression in HCC cells. In vivo, M2BPGi enhanced the growth of xenografted HCC.

**Conclusions:**

M2BPGi is produced in stromal cells of the cirrhotic liver. Furthermore, M2BPGi enhances the progression of HCC through the galectin-3/mTOR pathway.

## Background

Liver cancer is the sixth and ninth most common type of cancer in men and women, respectively, and the fourth most common cause of cancer-related death worldwide. The majority of liver cancers involve the histological subtype hepatocellular carcinoma (HCC), a primary malignancy of the liver.^1^ Several liver factors, particularly fibrosis, contribute to the risk of hepatocarcinogenesis. Approximately 70–90% of patients with HCC have a history of chronic liver disease and cirrhosis,^2^ and patients with liver cirrhosis (Child–Pugh score B or C) who develop HCC have a significantly worse prognosis than those without cirrhosis.^3^ Although liver resection is the most effective treatment for patients with early HCC who have a non-cirrhotic or mildly cirrhotic liver,^4^ few treatment options are available for those with severe liver fibrosis.^5^ Therefore, a deeper understanding of HCC in fibrotic liver is essential for its clinical management.

According to Kuno et al., Wisteria floribunda agglutinin (WFA) lectin can bind to terminal N-acetylgalactosamine motifs on carbohydrate structures, as well as with Mac-2-binding protein (M2BP, also known as galectin-3-binding protein) glycoforms during liver fibrosis.^6^ Accordingly, WFA-binding M2BP has been termed WFA^+^ M2BP or Mac-2-binding protein glycan isomer (M2BPGi).^6^ Clinical studies have identified M2BPGi as a novel serum marker of liver fibrosis associated with various aetiologies, including hepatitis B and C virus infections, non-alcoholic fatty liver disease and primary biliary cirrhosis,^7–11^ and the serum M2BPGi level may predict HCC development and prognosis in patients with hepatitis B and C virus infections.^12–15^ Bekki et al. reported that M2BPGi is secreted by hepatic stellate cells (HSCs) in the cirrhotic liver and subsequently activates Kupffer cells to promote hepatic fibrosis.^16^ Although a few studies addressed the source of M2BPGi in the cirrhotic liver, no basic studies have explained the potential association of M2BPGi with HCC aggressiveness.

mTOR signaling is upregulated in 40–50% of HCCs,^17^ and this pathway has been studied for the development of molecular targeted therapies for several cancers, including HCC.^18^ Interestingly, mTOR signaling is regulated by galectin-3,^17,18^ a well-known binding partner of M2BP protein. Although the expression of galectin-3 was reported to be higher in HCC than non-cancerous tissues, and to associate with a poor prognosis,^19–21^ the relationship between mTOR signaling, galectin-3 and M2BPGi in HCC remains unknown.

The investigations in the present study were conducted to clarify the source of M2BPGi in the liver, and the fundamental effects of M2BPGi against HCC cells. Specifically, the localisation of glycosylated M2BP as M2BPGi, galectin-3 and *M2BP* mRNA was evaluated in HCC tissues resected from fibrotic liver, and the tumour-promoting effects of M2BPGi were analysed in vitro and in vivo. Furthermore, Cap Analysis of Gene Expression (CAGE) was used to identify the relationship between M2BPGi and the novel downstream factors of galectin-3 and mTOR signaling in HCC cells.

## Methods

### Multicolour immunofluorescence staining

Five surgically resected HCC specimens were fixed with 1% formaldehyde, embedded in paraffin, cut into 4-µm-thick sections and mounted on glass slides. Deparaffinisation, antigen retrieval, endogenous peroxidase blocking and blocking protocols were described previously.^22^ The sections were incubated with primary antibodies, including rat anti-galectin-3 antibody (Cedarlane), goat anti-M2BP antibody (R&D Systems) and biotinylated WFA lectin (Vector Laboratories), and the appropriate Alexa Fluor-conjugated secondary antibodies and fluorescent streptavidin conjugates (1:1000, Invitrogen) for 60 min per incubation. The cell nuclei were labelled with Spectral DAPI (PerkinElmer). The labelled cells were visualised using a BZ-X710 fluorescent microscope (Keyence).

### RNA in situ hybridisation assay

Three paraffin-embedded tissue sections on slides were subjected to RNA in situ hybridisation to detect the localisation and expression of *M2BP* RNA, using a *M2BP*-specific probe and RNAscopeR2.5 HD Detection kit (BROWN; ACD Bio-Techne). The technique was performed manually according to the manufacturer’s protocol. The resulting images were evaluated using a light microscope (Carl Zeiss Axio Scope.A1 microscope).

### Cell culture

To validate the importance and function of M2BPGi in several differentiated cell lines of HCC, we selected the PLC/PRF/5 cell line to represent poorly differentiated HCC,^23^ whereas other cell lines (Huh7 and HepG2) represented well-differentiated HCC.^24^ All cell lines were obtained from the JCRB Cell Bank (Osaka, Japan). The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing L-glutamine, Phenol Red and Sodium Pyruvate (Fujifilm Wako Pure Chemical Corporation) and supplemented with 10% foetal bovine serum (FBS) and 1% penicillin–streptomycin (ThermoFisher Scientific), and were incubated at 37 °C in a humidified incubator at 5% CO_2_.

### Proliferation assay

Cell-proliferation ability was analysed using Cell counting kit-8 (CCK-8, Dojindo Laboratories, Kumamoto, Japan). HCC cells were seeded at a density of 3000 cells/well in 96-well culture plates. After 24 h, the medium was changed with and without 1 or 3 µg/ml M2BPGi (Sysmex Co.), sugar chain cut-off—M2BPGi (SC-M2BPGi) and 10 nM mTOR inhibitor (rapamycin, EMD Millipore). Cell proliferation was evaluated at initial seeding (0 h) and at 24, 48 and 72 h of treatment. The absorbance of each well was measured using a spectrophotometer (Bio-Rad, Hercules, CA, USA) at 450 nm with the reference wavelength set at 650 nm. All experiments were performed in replicates of six.

### Invasion assay

The cell-invasion assay was performed using 24-well Corning^®^ BioCoat™ Matrigel Invasion Chambers (Corning, NY, USA). HCC cell lines in FBS-free medium were seeded into the Matrigel inserts at a density of 1 × 10^5^ per chamber. The lower chamber contained 1 or 3 µg/ml M2BPGi in medium containing 10% FBS. After incubation for 48 h, the cells were fixed and stained with Diff-Quik (Sysmex Corporation, Kobe, Japan). After staining, cells that migrated through the pores to the lower surface of the membrane were counted under the microscope. In total, five randomly selected fields were evaluated.

### Wound-healing assay

Cell-migration ability was evaluated in M2BPGi non-treated and treated HCC cells (PLC/PRF/5) using wound-healing assay. The cells were seeded in the six-well plates and cultured until reaching confluence. A uniform straight wound was generated using pipette tip. Each well was washed with PBS to remove detached cells, and wells were cultured in medium with and without M2BPGi (3 µg/ml) at 37 °C for 48 h. The cell-migration rate was calculated using replicates of five.

### In vivo experiment

Six female NOD-SCID mice (7 weeks old, body weight: 19–20 g) were purchased from CLEA Japan, Inc. Mice have free access to water and food, housed in specific pathogen-free cages and bedding in a 12-h light/dark regimen with controlled room temperature. PLC/PRF/5 cells were suspended in 10% FBS DMEM at a density of 5 × 10^6^/200 µl and injected subcutaneously into both flanks of each mouse. Each group contained five xenografts. After 7 days, the mice were randomly divided into control (PBS) and M2BPGi groups and implanted subcutaneously with mini-osmotic pumps (Alzet^®^, model 2002) charged with PBS or M2BPGi (303 µg/ml), respectively. M2BPGi was secreted subcutaneously with 3.6 µg/ml a day for 14 days. During the procedures of injection and pump implantation, mice were anaesthetised with isoflurane (Pfizer Japan Inc., Tokyo). The mice were observed until complete recovery from anaesthesia. The tumour sizes and body weights were measured every 2 days after pump implantation, and the tumour volumes were calculated using the following formula: V = (W^2^ × L)/2. To collect the xenografted tumours, mice were deeply anaesthetised with isoflurane and euthanised by cervical dislocation on the 14th day of M2BPGi administration. The resected tumours were fixed with formalin-neutral buffer 20 (Kenei Pharmaceutical, Japan) for pathological examination. All mouse experiments were conducted in compliance with the guidelines of the Institute for Laboratory Animal Research at Gunma University, Maebashi, Japan (Approval number: 18-024).

### Immunohistochemistry

Immunohistochemical staining was performed using antibodies specific for Ki-67 (Dako, Agilent Technologies) and phospho-S6 (anti-rabbit, Cell Signaling Technology) according to previously described methods.^22^ Ki-67-positive cancer cells from samples treated with PBS and M2BPGi were counted directly on 10 representative images at the same magnification (×400).

### siRNA transfection

HCC cells were suspended in Opti-MEM I-reduced Serum Media (ThermoFisher Scientific) at a density of 1.0 × 10^6^/100 µl and mixed with control siRNA (Dharmacon) or the following galectin-3 siRNAs at a concentration of 200 µM: #1, sense: 5′-GGAGAGUCAUUGUUUGCAA-3′, antisense: 5′-UUGCAAACAAUGACUCUCC-3′; siRNA #2, sense: 5′-GGGAAUGAUGUUGCCUUCCACUUUA-3′, antisense: 5′-UAAAGUGGAAGGCAACAUCAUUCCC-3′. All siRNA transfections were performed via electroporation using a CUY21 EDIT II electroporator (BEX) at poring and transfer pulses of 150 and 10 V, respectively.

### Protein extraction and Western blotting analysis

HCC cell lines were treated with M2BPGi at concentrations varying between 0 µg/ml and 3 µg/ml for 6 h. After 24 h of galectin-3 siRNA transfection, cells were treated with 1 µg/ml of M2BPGi for 24 h, followed by protein extraction. Protein extraction was performed using RIPA buffer (Wako) containing phosphatase inhibitor (p2850, Sigma-Aldrich) according to the manufacturer’s instructions.

Membrane proteins were extracted using a Mem-PER Plus Membrane protein extraction kit (ThermoFisher Scientific) according to the manufacturer’s protocol. An approximately 2-mm section of xenograft tissue was homogenised in RIPA buffer (Wako) containing phosphatase inhibitor (p285, Sigma-Aldrich) according to the manufacturer’s protocol.

Proteins were separated using SDS-PAGE with 10% Bis–Tris gels and transferred to nitrocellulose membranes (#12369, Cell Signaling). Membranes were blocked with 5% skimmed milk or 5% BSA and incubated overnight at 4 °C with the primary antibodies. Primary antibodies used in the present study were anti-galectin-3 (Cedarlane), phospho-mTOR, mTOR, phospho-p70–S6K, p70–S6K, phospho-S6 (Cell Signaling Technology) and beta-actin (Sigma). Next, membranes were treated with horseradish peroxidase (HRP)-conjugated secondary antibodies. Protein bands on the membrane were detected using ECL™ Prime Western Blotting Detection Reagent and an ImageQuant™ LAS 4000 imager (GE Healthcare, Buckinghamshire, UK).

### Co-immunoprecipitation

PLC/PRF/5 cells were incubated with or without 3 µg/ml M2BPGi for 12 h and subsequently collected and lysed with 1% Triton-X. For co-immunoprecipitation, a lysate volume containing 300 µg of protein was incubated with 3 µl of human galectin-3 antibody (R&D Systems) for 2 h at 4 °C with constant rotation. Subsequently, 20 µl of protein G beads were added, and the mixture was incubated for another 1 h with constant rotation. After 5 washes, the precipitated proteins were resuspended in 20 µl of SDS sample buffer and boiled at 95 °C for 5 min. Protein expression was evaluated by western blotting.

### Cap analysis of gene expression

PLC/PRF/5 cells were seeded in 10-cm dishes and grown to 70–80% confluency at 37 °C in a humidified incubator with 5% CO_2_. The medium was supplemented or not with 3 µg/ml M2BPGi. After 6 h, the cells were collected and washed with PBS, snap-frozen in nitrogen and stored at −80 °C. The CAGE library preparation, sequencing, mapping and gene expression and motif discovery analysis were performed by DNAFORM. Briefly, RNA quality was assessed using a Bioanalyzer (Agilent) to ensure that the RNA-integrity number (RIN) exceeded 7.0, and the A260/280 and A260/230 ratios exceeded 1.7. First-strand cDNAs were transcribed to the 5′ ends of capped RNAs and attached to CAGE ‘bar code' tags. The sequenced CAGE tags were then mapped to mouse mm9 genomes using BWA software (v0.5.9) after discarding ribosomal or non-A/C/G/T base-containing RNAs. Finally, the CAGE-tag 5′ coordinates were input for CAGEr clustering^25^ using the Paraclu algorithm^26^ with the default parameters.

### Statistical analysis

The experimental data of the proliferation, invasion and xenografted tumour-volume assays were analysed using replicates of 5–6. Data for continuous variables are expressed as means ± standard deviations (SDs). Differences among groups were evaluated using the *t* test and Tukey’s test. In vivo data were analysed using repeated-measures analysis of variance. The results with *P* values < 0.05 were considered statistically significant. All statistical analyses were conducted using the JMP 13.0.0 software package (SAS Institute Inc.).

## Results

### Co-localisation of M2BPGi and galectin-3

In a previous study, M2BPGi-positive cells were investigated in fibrotic liver samples using immunohistochemical analysis.^16^ In our study, we evaluated M2BPGi expression in HCC tissue samples using immunohistochemistry. The results revealed that M2BPGi and galectin-3 were co-localised in HCC cells (Fig. 1a). In addition, adjacent non-tumour areas were analysed. M2BPGi co-localised with a Kupffer cell marker (CD68) (Supplementary Fig. 1) and galectin-3 (Fig. 1b) according to immunofluorescence staining.

**Fig. 1:**
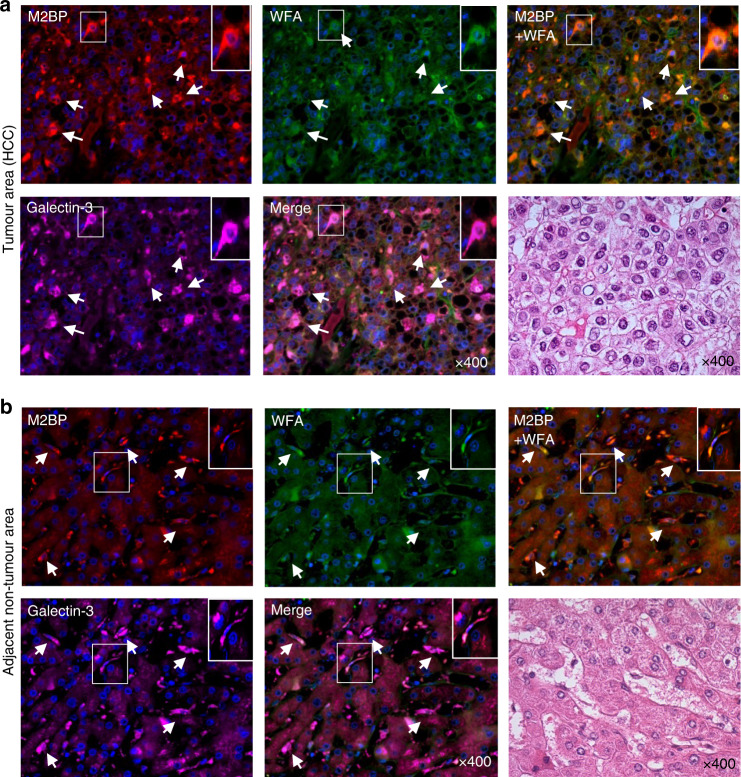
Co-localisation of M2BPGi and galectin-3 in HCC and Kupffer cells. Representative multi-immunofluorescence images of cells labelled to indicate M2BP (red, upper left panel), WFA (green, upper middle panel), M2BP with WFA as M2BPGi (merged, upper right panel), galectin-3 (pink, lower right panel) or M2BPGi and galectin-3 (merged, lower middle panel) and stained with haematoxylin and eosin (lower right panel) in the tumour (**a**) and adjacent non-tumour (**b**) areas of resected hepatocellular carcinoma tissue (×400 magnification).

### Expression of *M2BP* mRNA

In addition, to investigate the source of M2BP protein, we examined *M2BP mRNA* expression using an in situ hybridisation assay. *M2BP* mRNA expression was detected in the stroma of the cirrhotic liver rather than in hepatocytes (Fig. 2a). In addition, we analysed *M2BP* mRNA expression in HCC tissue samples. *M2BP* mRNA expression was detected in the stroma of HCC tissues, but not in HCC cells (Fig. 2b). According to the result, we examined M2BP protein expression in HCC cell lines, including PLC/PRF/5, HepG2 and Huh7 cells. M2BP was expressed in PLC/PRF/5 and HepG2 cells, but not in Huh7 cells (Supplementary Fig. 2).

**Fig. 2:**
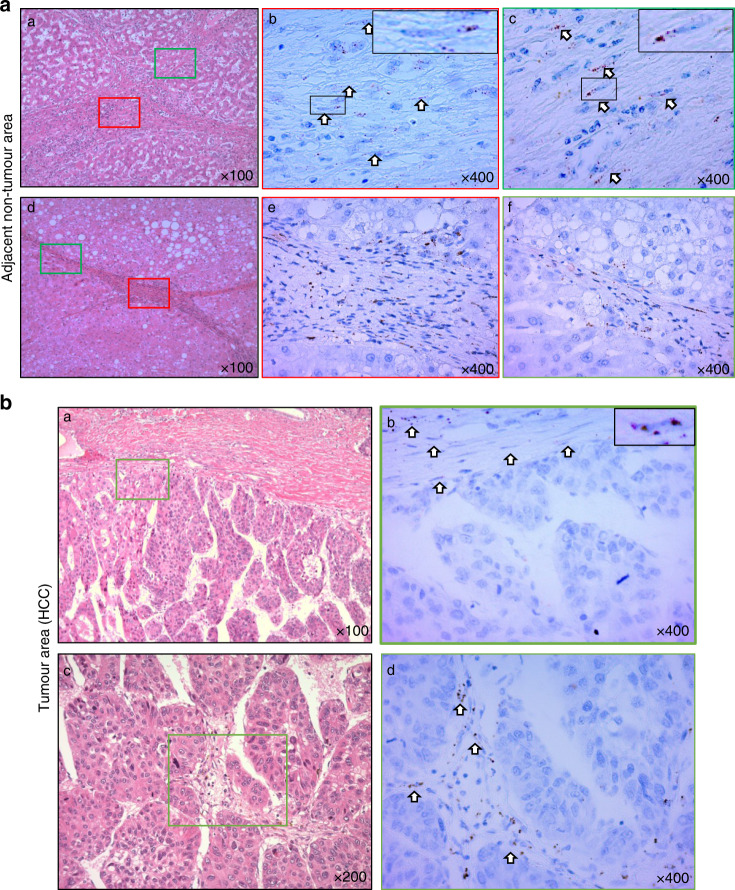
M2BPGi is derived from stromal cells of the cirrhotic liver. **a** The expression of *M2BP* mRNA was assessed using RNA in situ hybridisation. *M2BP* mRNA was detected (arrows) in stromal cells of the cirrhotic liver (b, c) but not in hepatocytes (e, f) at ×400 magnification. Haematoxylin–eosin staining (a, d) at ×100 magnification. **b** *M2BP* mRNA was detected (arrows) in stromal cells of the HCC but not in HCC cells (b, d) at ×400 magnification. Haematoxylin–eosin staining (a, c) at ×100 and ×200 magnification.

### M2BPGi treatment and HCC progression

M2BPGi significantly enhanced the proliferation rates of PLC/PRF/5 human HCC cell lines when compared with non-treated cells (Fig. 3a). Other HCC cell lines (HepG2 and Huh7) showed the same result (Supplementary Fig. 3a). On the other hand, sugar chain cut-off M2BPGi (SC-M2BPGi) had no proliferation effect on PLC/PRF/5 cell line (Supplementary Fig. 4). M2BPGi also significantly enhanced the invasiveness and migration of the PLC/PRF/5 cell line when compared with non-treated cells (Fig. 3b) (Supplementary Fig. 3c). HepG2 and Huh7 cell lines showed similar results with PLC/PRF/5 cell line (Supplementary Fig. 3b). In vivo, we confirmed that treatment with M2BPGi enhanced tumour growth significantly in an HCC-bearing mouse model, compared with controls (Fig. 3c). M2BPGi supported the proliferation of HCC cell lines in vitro; therefore, we analysed the expression of the proliferation marker Ki-67 in the xenografted tumours. The Ki-67 labelling index was higher in M2BPGi-treated than in PBS-treated tumours (Fig. 3d).

**Fig. 3:**
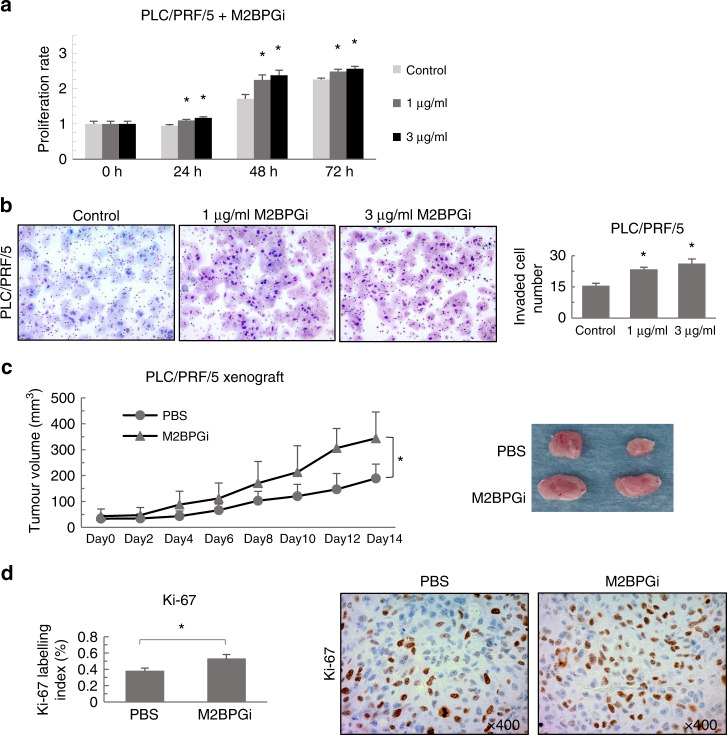
M2BPGi treatment enhanced the progression of HCC in vitro and in vivo. HCC cell lines (PLC/PRF/5) treated with M2BPGi were subjected to **a** a proliferation assay (*n* = 6, *p < 0.05) and **b** invasion assay (*n* = 5, *p < 0.05). **c** M2BPGi significantly enhanced the growth of xenografted tumours when compared with controls (PBS) (*n* = 5, *p = 0.0023). **d** The Ki-67 labelling index was significantly higher in M2BPGi-treated xenograft tumours than in controls (*n* = 10, *p < 0.01) (×400 magnification).

### Membranous galectin-3 and tumour-promoting effect of M2BPGi

Next, we focused on the relationship between M2BPGi as a tumour promoter and galectin-3 as a representative M2BP-binding protein. Notably, M2BPGi treatment did not enhance the proliferation of galectin-3–siRNA-knockdown HCC cells relative to controls (Fig. 4a) (Supplementary Fig. 5). Moreover, M2BPGi did not enhance the invasive ability of galectin-3-downregulated cells compared with the findings in the controls (Fig. 4b). To further evaluate the interaction of M2BPGi with galectin-3 in HCC cells, we subjected the PLC/PRF/5 HCC cell line to immunoprecipitation, and observed stronger M2BP expression (85–97 kDa) in M2BPGi-treated cells than in non-treated cells. Glycosylation at N-linked sites of M2BP generates molecular size of 85–97 kDa,^27^ which represents M2BPGi. Our result indicates that extrinsic M2BPGi could bind to cellular galectin-3 (Fig. 4c). Furthermore, the membranous expression of galectin-3 increased in response to M2BPGi treatment (Fig. 4d).

**Fig. 4:**
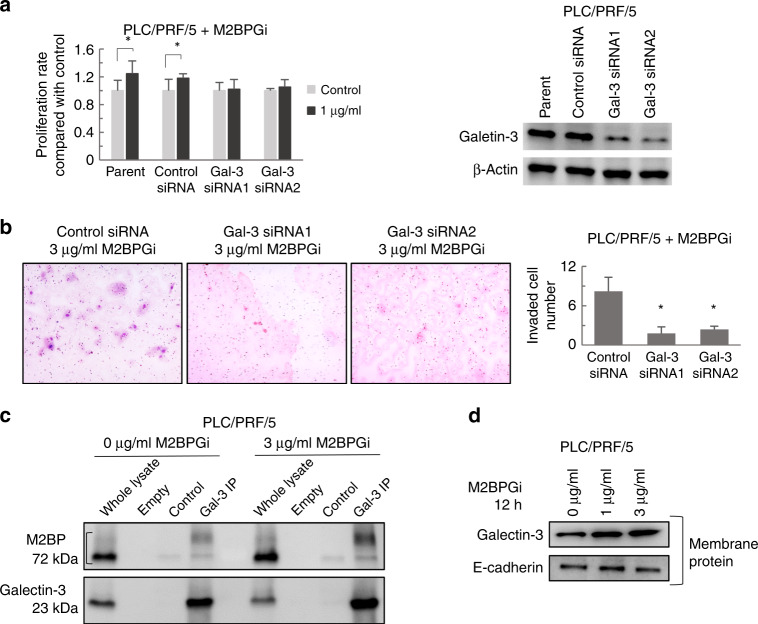
M2BPGi promoted HCC tumorigenesis through interactions with galectin-3 (Gal-3). **a** Compared with control, M2BPGi did not enhance the proliferation of HCC cell lines (PLC/PRF/5) transfected with Gal-3 siRNA (*n* = 6, *p < 0.01). Western blotting validated the suppression of Gal-3 by specific siRNAs. **b** M2BPGi did not enhance the invasion of HCC cell lines (PLC/PRF/5) transfected with Gal-3 siRNA compared with controls (*n* = 5, *p < 0.01). **c** M2BP immunoprecipitation using a Gal-3-specific antibody (Gal-3 IP)-detected M2BP at 75-kDa band in whole-cell lysate. M2BPGi-treated Gal-3 IP samples, but not controls, appeared as a broad M2BP band at 85–97 kDa. **d** Membranous Gal-3 protein expression in PLC/PRF/5 cells treated with M2BPGi. E cadherin was used as a membrane protein- loading control.

### M2BPGi and mTOR signaling in HCC cells

To clarify the mechanism by which M2BPGi promotes HCC, we subjected PLC/PRF/5 cells to a CAGE analysis. 

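Cap analysis of gene expression (CAGE) sequences short tags from the 5′ ends of capped RNAs, so that each tag marks the start of a transcript. PLC/PRF/5 is a human hepatoma cell line. One library was made from non-treated cells (0 µg/ml) and 1 library from cells treated with 3 µg/ml M2BPGi for 6 h, so no difference between them has a replicate check. The authors deposited the tag counts of 16424 genes scaled to the size of each library (CPM), rounded to 2 decimals. Within this rounding, 100% of the values above 0 in each library were whole multiples of the CPM of 1 tag. The tag numbers were read back from these steps, which gave a total of 24040209 tags for non-treated cells and 24862941 tags for M2BPGi-treated cells. The tags of the listed genes added up to 22630317 and 23471991, where a tag listed under several genes would count for each. The authors discarded ribosomal tags, mapped the others with BWA and clustered their 5′ ends with CAGEr. The methods name a mouse genome for the mapping, while the gene identifiers in the deposited values are human, and the human build is not named in the paper's text. The paper's text also gives no threshold for the genes that entered the gene ontology analysis. Here, the log2 ratio of M2BPGi-treated to non-treated cells was computed per gene after adding a pseudocount of 1 CPM, which understates the change of low genes, over the 13724 genes with a mean CPM of at least 1. Intervals given for a gene are 95% Clopper-Pearson intervals for the log2 ratio of its tags without a pseudocount. They cover counting error only. A count of 0 tags allows up to 0.125 CPM in non-treated cells and 0.121 CPM in M2BPGi-treated cells.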

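Of the 13724 genes, 33 were at least 2-fold higher and 59 at least 2-fold lower in M2BPGi-treated cells. With a pseudocount of 0.1 CPM they were 53 and 162. Of the 33 and 59 genes, 22 and 46 could be searched for a near-identical copy elsewhere in the genome, and 8 and 17 of these had none. A list of components of the mTOR pathway, written by hand and not taken from the gene ontology, had 65 members among these genes. Their median log2 ratio was 0.00, with 33 members higher and 32 lower. This median was at percentile 86.6 among 10000 random lists of the same size and expression, and at percentile 94.4 with a mean CPM of at least 10 as the filter. RPS6 and RHEB were the members at least 2-fold higher. In a comparison chosen after the values were seen, 0.52% of the random lists had as many such members. RPS6 (ENSG00000137154, chromosome 9 from 19375715 to 19380254 in the GRCh38 annotation of GENCODE v29, which may not be the build used for mapping) encodes the S6 protein. It rose from 116 to 892 CPM, a log2 ratio of 2.93 (interval of the tag ratio 2.88 to 3.00). RHEB (ENSG00000106615, chromosome 7 from 151466012 to 151520120) encodes the GTPase that activates mTORC1. It rose from 21.0 to 110.1 CPM, a log2 ratio of 2.34 (interval 2.25 to 2.53). Both genes have a near-identical copy, with 97.8% identity over 139 nt for RPS6 and 99.4% over 348 nt for RHEB, so the assignment of their tags is uncertain. Among the components without such a copy, 0 were at least 2-fold higher. DDIT4 was next, with 41.2 CPM in non-treated and 60.6 CPM in M2BPGi-treated cells. The lowest member was EIF4B, with 29.3 and 10.9 CPM, and it has near-identical copies as well. DEPDC5 had a log2 ratio of -0.56 and FLCN of -0.46. MTOR itself (ENSG00000198793) had 21.2 CPM in non-treated and 17.9 CPM in M2BPGi-treated cells, with an interval of -0.43 to -0.06. RPS6KB1 (ENSG00000108443), which encodes p70-S6 kinase and has near-identical copies, had 44.5 and 44.4 CPM, with an interval of -0.12 to 0.12. From a gene ontology analysis of these libraries, the paper proposes a rise in mTOR signaling, the leading term of Fig. 5a.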

A gene ontology analysis suggested that mTOR signaling was upregulated in M2BPGi-treated cells relative to non-treated cells (Fig. 5a). Therefore, we evaluated the induction of mTOR, p70–S6 kinase and S6 as representative downstream components of the mTOR- signaling pathway in M2BPGi-treated cells. We further validated the dose-dependent induction of mTOR, p70–S6 kinase and S6 phosphorylation in M2BPGi-treated cells by western blotting (Fig. 5b).

**Fig. 5:**
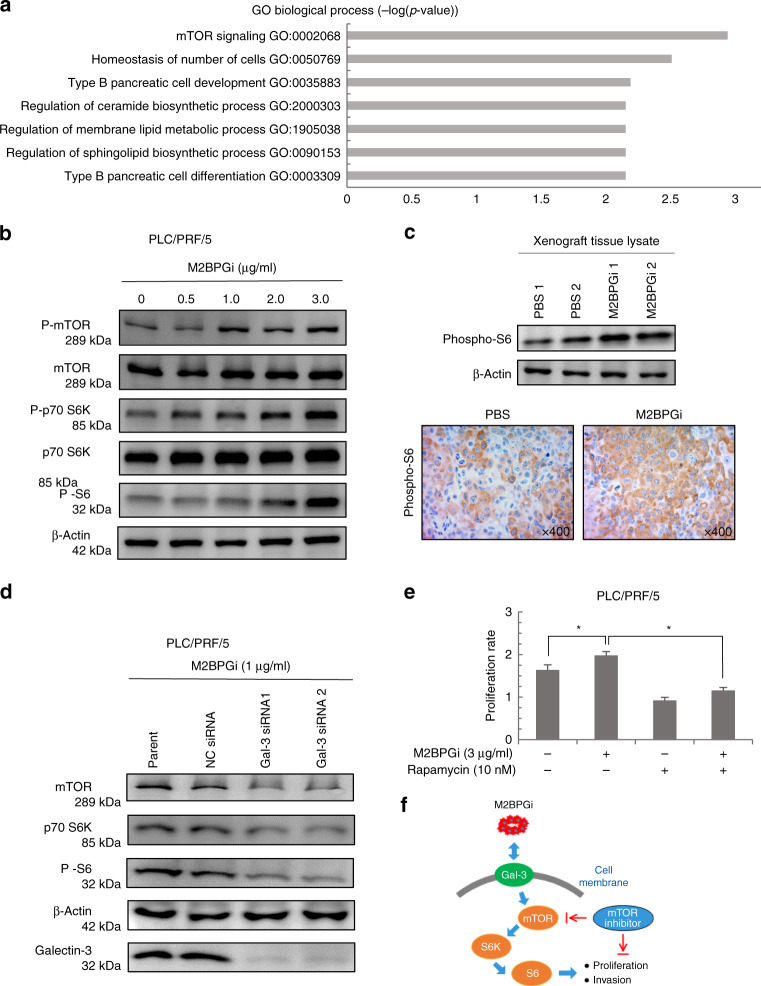
M2BPGi enhances mTOR signaling in HCC cells in the presence of galectin-3 (Gal-3). **a** Enhanced mTOR signaling in M2BPGi-treated PLC/PRF/5 cells by GO analyses. **b** M2BPGi induced the phosphorylation of mTOR, p70–S6K and S6 in PLC/PRF/5 cells. **c** Phospho-S6 was enhanced in the lysates of M2BPGi-treated xenograft tumour tissues. Representative images of phospho-S6 staining (×400 magnification). **d** Gal-3 downregulation reduced the expression of mTOR -signaling pathway. **e** The proliferative effects of M2BPGi on HCC cells were inhibited by treatment with rapamycin (mTOR inhibitor) (*n* = 6, *p < 0.01). **f** Schema of the mTOR-meditated functions of M2BPGi.

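For the other terms of Fig. 5a, lists of genes were also written by hand. The 22 cell number homeostasis genes had a median log2 ratio of 0.08, at percentile 94.7 among the random lists. With random lists also matched on transcript length, added after the data were examined, the percentile was 97.85, in the highest 2.5%. It was 85.35 with a mean CPM of at least 10 as the filter, and 92.76 without genes that have a near-identical copy. HMGB1, STAT5B and VHL were the highest members with a mean CPM of at least 10, with log2 ratios of 0.26, 0.24 and 0.23. HMGB1 and STAT5B have near-identical copies. KITLG was the lowest with -0.40, followed by PPP2R3C with -0.25 and ZFP36L2 with 0.05. The 23 beta cell development genes had a median of -0.02, at percentile 71.4, and the median was 0.01 after the libraries were rescaled to a median log2 ratio of 0. GSK3A, FOXA2 and SOX4 were higher, with log2 ratios of 0.56, 0.49 and 0.22, while SIDT2, BMP4 and TCF7L2 were lower, with -0.45, -0.26 and -0.25. The 31 sphingolipid biosynthesis genes had a median of -0.32, at percentile 0, and 25 of them were lower in M2BPGi-treated cells. SPTLC1, DEGS1 and UGCG were the lowest, with log2 ratios of -0.65, -0.62 and -0.57, and SPTLC1 has near-identical copies. SPHK1, SPTSSA and SIRT3 were the highest with the same filter, with 0.26, 0.16 and 0.07.

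**Figure D1:**
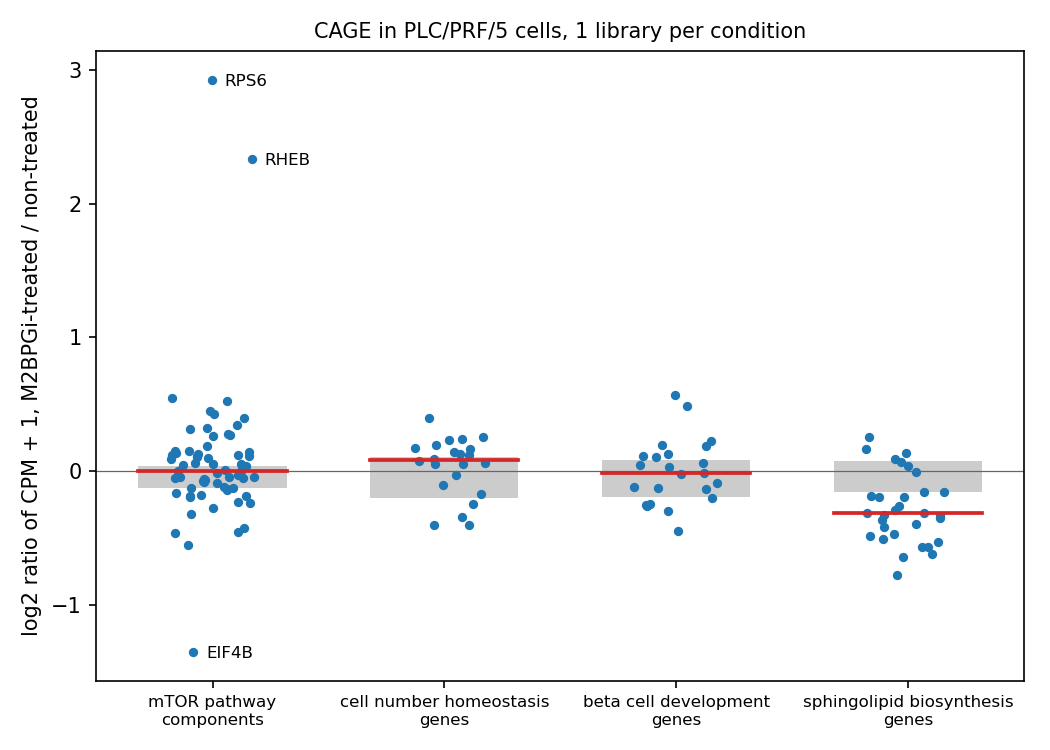
Log2 ratio of CPM plus 1 between M2BPGi-treated and non-treated PLC/PRF/5 cells for each member of the lists for Fig. 5a, with 1 library per condition. Each point is a gene, the red line is the median of the list, and the grey band holds the medians of the central 95% of random lists of the same size and expression. RPS6 and RHEB lie above the other mTOR pathway components, and the median of the sphingolipid biosynthesis genes lies below its band.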

Consistent with our in vitro data, we also observed enhanced levels of phospho-S6, an indicator of activated mTOR signaling, in the M2BPGi-treated xenograft tumours relative to the controls (Fig. 5c). We next evaluated whether galectin-3 was required for the activation of mTOR signaling in HCC cells treated with M2BPGi. We observed downregulated mTOR signaling in the galectin-3–siRNA-knockdown cells relative to the levels in control cells, regardless of the M2BPGi treatment status (Fig. 5d). Finally, although M2BPGi treatment enhanced the proliferation of HCC cells (Fig. 3a), the tumour-promoting effects of M2BPGi were cancelled by treatment with the representative mTOR inhibitor rapamycin (Fig. 5e).

## Discussion

In this study, we focused on the liver fibrosis marker, M2BPGi, a glycosylated galectin-3-binding protein derived from the stromal cells of cirrhotic liver. We further showed that M2BPGi could bind to and induce the membrane expression of galectin-3. Moreover, M2BPGi promoted HCC malignancy in vitro via galectin-3, which consequently activated mTOR signaling. This was confirmed by the observation that galectin-3 knockdown significantly inhibited the effect of M2BPGi on HCC cells. Our in vivo findings were consistent with the in vitro data and further demonstrated the importance of M2BPGi-induced mTOR signaling on HCC growth.

To date, to the best of our knowledge, no study has clarified the source of M2BPGi in fibrotic liver tissues. Accordingly, this report is the first to confirm a discrepancy between the localisation of M2BPGi protein and *M2BP* mRNA in clinical samples. In a previous study, an anti-M2BP antibody and WFA lectin were used to detect glycosylated M2BP protein (i.e. M2BPGi) via staining only in human tissue samples.^16^ The protein localisation data suggested the importance of M2BPGi in the fibrotic liver.^16^ In addition, they described the origin of M2BPGi in the fibrotic liver using HSCs, Kupffer cells, biliary epithelial cells and endothelial cells, which were isolated from human fibrotic liver tissues. The results illustrated that HSCs dominantly secreted M2BPGi, thereby activating Kupffer cells in vitro to facilitate liver fibrosis.^16^ Moreover, M2BPGi has been used as a clinical serum biomarker of liver fibrosis,^28^ a poor prognosticator in patients with HCC.^3,29^ Our immunohistochemical data revealed that M2BPGi expression was observed in HCC cells within the tumour areas, and within Kupffer cells rather than hepatocytes in the adjacent non-tumour areas. Therefore, to clarify the source of M2BPGi in the liver tissues, we identified the stromal cells of the cirrhotic liver, rather than the hepatocytes, as the M2BP-producing cells using RNA in situ hybridisation. Taken together, these data suggest that M2BPGi is secreted from stromal cells and may be taken up by HCC cells in the fibrotic liver.

Previously, M2BP protein was reported to affect cancer aggressiveness. In human cancers, M2BP was shown to bind to galectin-3,^30,31^ which was related to the activation of mTOR signaling in cancer cells.^17^ However, glycosylation of M2BP was not reported in previous studies. The suppression of galectin-3 downregulated the activation of mTOR and S6K in colon cancer.^18^ 

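The CAGE libraries of PLC/PRF/5 cells also hold genes that respond to mTORC1. The 53 transcriptional targets of mTORC1 on a list of ATF4, SREBP and HIF1 targets had a median log2 ratio of -0.10 between M2BPGi-treated and non-treated cells, at percentile 0.43 among random lists of the same expression. The members went both ways, with 22 higher and 31 lower in M2BPGi-treated cells and quartiles of -0.27 and 0.21. The ATF4, SREBP and HIF1 targets were not separated, so this median gives no direction for each kind of target. Without matching on expression the percentile was 16.1. The 80 ribosomal protein genes, whose mRNAs depend on mTORC1 for translation, had a median log2 ratio of 0.30 at the transcript level, at percentile 100, and 76 of them were higher in M2BPGi-treated cells. Most of them have near-identical copies, and the 10 without one had a median of 0.28.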

In this study, we used CAGE analysis to identify mTOR signaling as a downstream effector of M2BPGi in HCC, and validated that M2BPGi could bind to galectin-3 and activate mTOR signaling in HCC cells through both in vitro and in vivo experiments. Moreover, mTOR inhibitor treatment and galectin-3 suppression blocked the effects of M2BPGi on HCC aggressiveness. Therefore, our results suggested that M2BPGi may enhance HCC aggressiveness by activating the galectin-3/mTOR axis.

In this study, the activation of mTOR signaling by M2BPGi/galectin-3 was reported; however, the fundamental mechanism by which galectin-3 activates mTOR was not evaluated. In another study, galectin-3 was reported to activate MAPK signaling, which plays a key role in the progression of cancers, including HCC.^32,33^ Conversely, MAPK signaling has been reported to be upstream of mTOR in lung cancer cells.^34^ Taken together, these reports suggest that M2BPGi-induced galectin-3 enhances mTOR signaling through MAPK signaling. Although mTOR inhibitors have been developed and used in clinical trials for HCC treatment in the past decade, the tumour-suppressive effects of these agents in patients with HCC remain controversial.^35,36^ One randomised, multicenter, multinational Phase 2 trial reported that the addition of an mTOR inhibitor to sorafenib did not improve the clinical efficacy compared with sorafenib alone in patients with advanced HCC.^36^ Moreover, several researchers reported activated mTOR signaling in HCC,^37–39^ and clinical studies identified mTOR activation as a potential indicator of a poor prognosis in patients with HCC.^40^ In our study, we demonstrated that M2BPGi could enhance the aggressiveness of HCC by activating mTOR signaling in the presence of galectin-3. Our data suggest that the tumour expression of galectin-3 may be a predictive factor of treatment outcomes, and could be used to select patients who would benefit from mTOR inhibitor therapy. Our data further suggest that M2BPGi may regulate the magnitude of mTOR activation in HCC; in other words, the serum level of M2BPGi may reflect the level of mTOR activation in HCC cells. Potentially, M2BPGi may be a useful non-invasive marker for the identification of patients with HCC with mTOR activation. In the future, a therapeutic strategy based on mTOR inhibitors might be useful for the treatment of mTOR-activated HCC associated with a high level of M2BPGi.

In conclusion, M2BPGi is produced by stromal cells in the cirrhotic liver, where it enhances the progression of HCC by activating mTOR signaling in the presence of galectin-3. M2BPGi may serve as a link between HCC and stromal cells, and may thus explain the fundamental mechanism underlying HCC progression. Accordingly, M2BPGi may be a promising therapeutic target in patients with liver cirrhosis who develop HCC.

## Supplementary information

Supplementary Figures

Supplementary Figure legends

## Data Availability

All data generated or analysed during this study are included in this paper. CAGE data reported in this study have been deposited to the GEO (Gene Expression Omnibus) and are available through the accession number [GSE134471].

# Supplementary material for: Mac-2-binding protein glycan isomer enhances the aggressiveness of hepatocellular carcinoma by activating mTOR signaling
**Source:** Br J Cancer. 2020 Jul 6;123(7):1145–53. doi: 10.1038/s41416-020-0971-y

Supplementary Figure 1

Adjacent non-tumor area

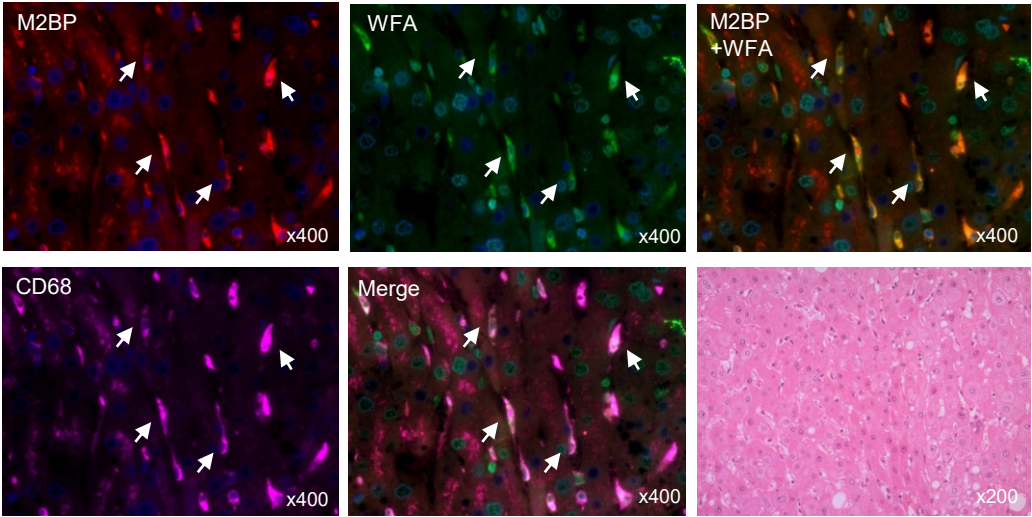

Supplementary Figure 2

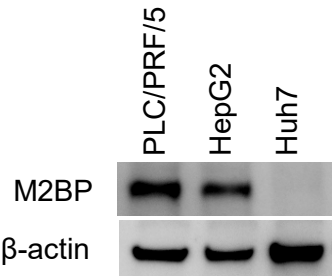

Supplementary Figure 3

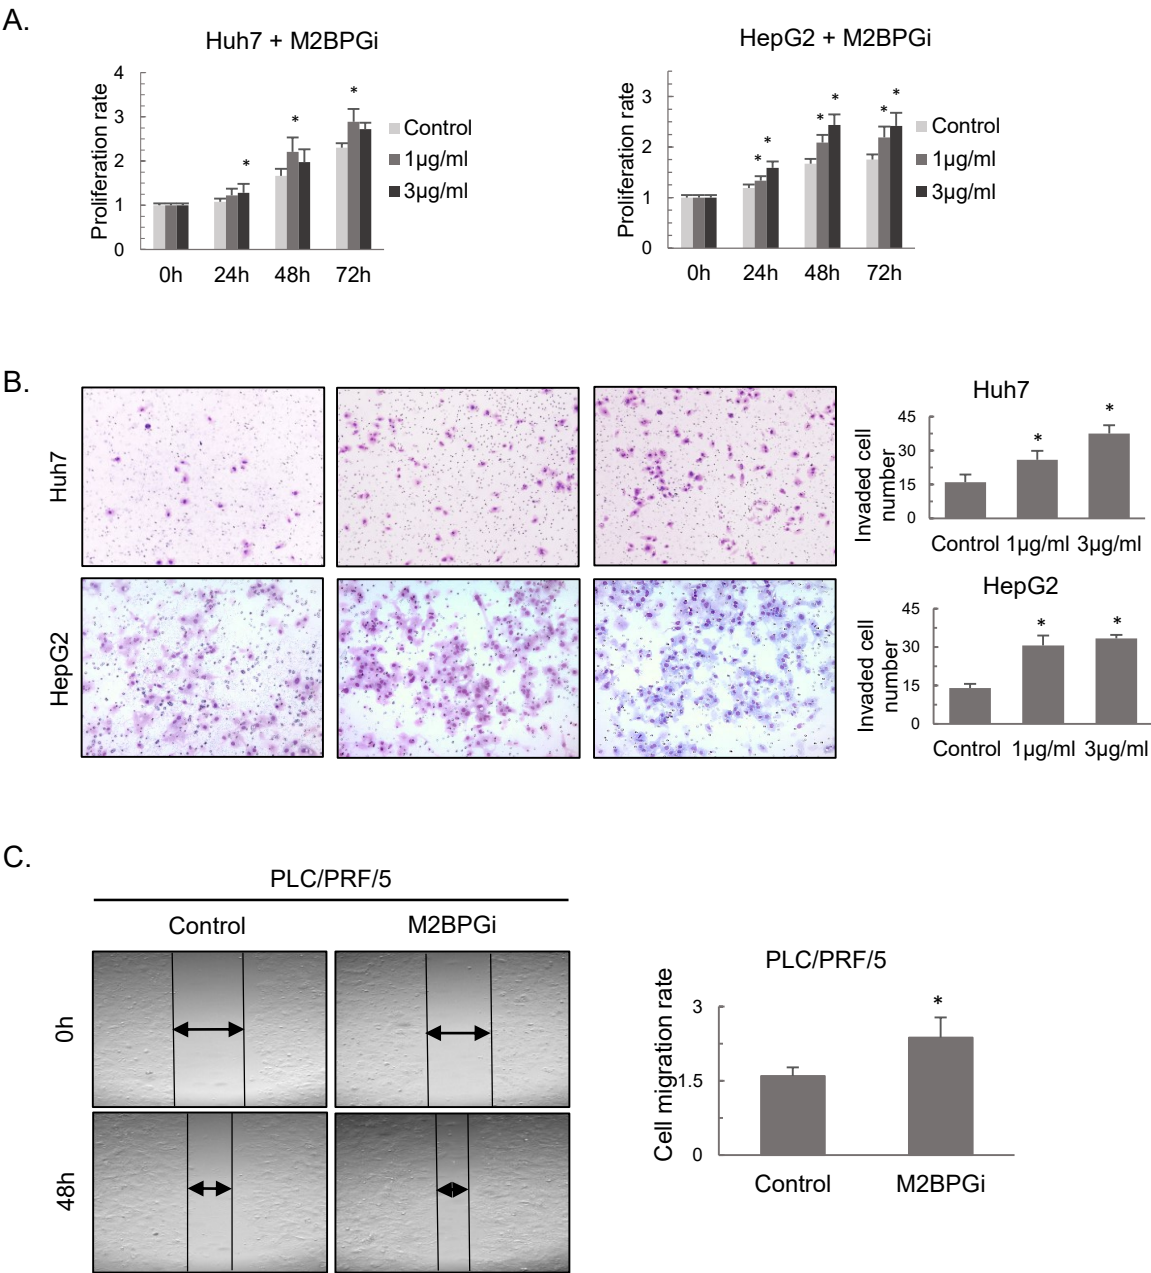

Supplementary Figure 4

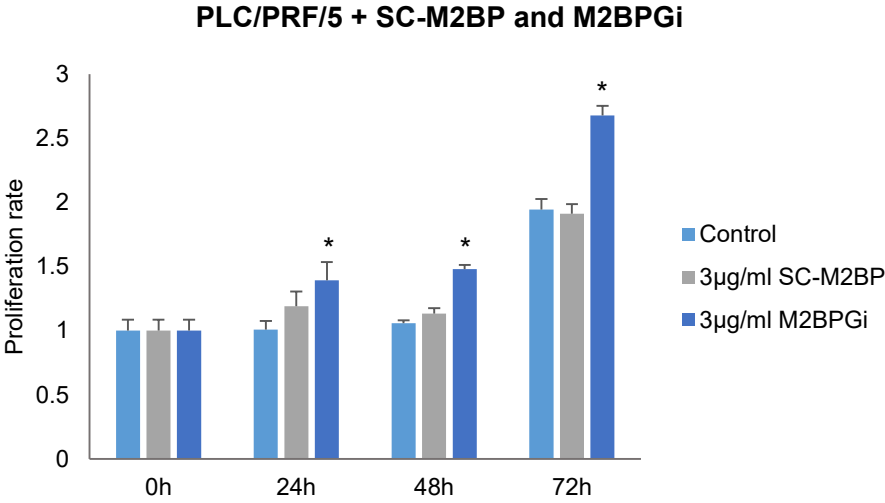

Supplementary Figure 5

A.

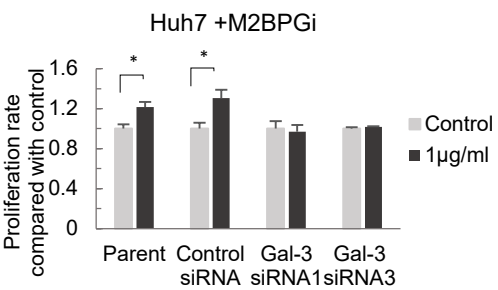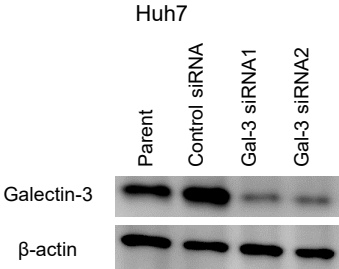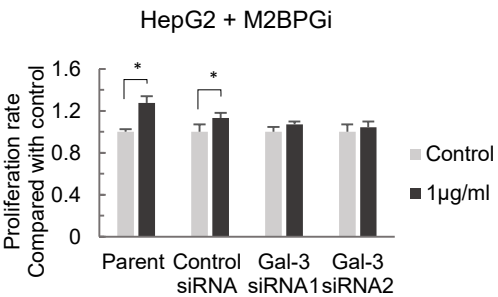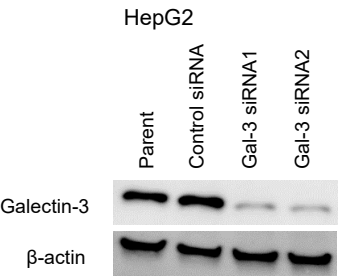

**Supplement:** Supplementary file 1 — Supplementary Figures

# Supplementary material for: Mac-2-binding protein glycan isomer enhances the aggressiveness of hepatocellular carcinoma by activating mTOR signaling
**Source:** Br J Cancer. 2020 Jul 6;123(7):1145–53. doi: 10.1038/s41416-020-0971-y
**Supplement:** Supplementary file 2 — Supplementary Figure legends

**Supplementary Figure 1.** Co-localization of M2BPGi and CD68-positive cells (Kupffer cells).

Representative multi-immunofluorescence images of cells labeled to indicate M2BP (red; upper left panel), WFA (green; upper middle panel), M2BP with WFA as M2BPGi (merged; upper right panel), CD68 (pink; lower right panel), or M2BPGi and CD68 (merged; lower middle panel) and stained with hematoxylin and eosin (lower right panel) in the adjacent non-tumor areas of resected hepatocellular carcinoma tissue (×400 magnification).

**Supplementary Figure 2.** *M2BP* mRNA expressed in the stroma of HCC.

M2BP protein expression in the HCC cell lysates. M2BP protein were expressed in the PLC/PRF/5 and HepG2, not in the Huh7 cell line.

**Supplementary Figure 3.** M2BPGi treatment enhanced the progression of HCC *in vitro*

HCC cell line (Huh7 and HepG2) treated with M2BPGi were subjected to (A) a proliferation assay (n = 6, *p < 0.05) and (B) invasion assay (n = 5, *p < 0.05). (C) PLC/PRF/5 cells treated with and without (control) M2BPGi and subjected to migration assay. Cell migration rate were presented in graph (n = 5, *p < 0.05).

**Supplementary Figure 4.** Sugar chain cut off M2BPGi (SC-M2BPGi) had no proliferation effect on HCC cell line.

PLC/PRF/5 cell line were treated with without (control) sugar chain cut off M2BPGi (SC-M2BPGi) and M2BPGi and were subjected to proliferation assay (n = 6, *p < 0.05 vs control). 3 µg/ml SC-M2BPGi did not enhance the proliferation of PLC/PRF/5 cell line compared with control. However, 3 µg/ml M2BPGi enhanced the proliferation of PLC/PRF/5 after 24h, 48h and 72h.

**Supplementary Figure 5.** M2BPGi promoted HCC proliferation in presence of galectin-3 (Gal-3)

Compared with control, M2BPGi did not enhance the proliferation of HCC cell lines (Huh7 and HepG2) treated with Gal-3 siRNA (n = 6 *p < 0.01). Western blotting validated the suppression of Gal-3 by specific siRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

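CAGE tags were measured in PLC/PRF/5 cells, a human hepatoma cell line, with 1 library of non-treated cells and 1 library of cells treated with 3 µg/ml M2BPGi for 6 h. The authors discarded ribosomal tags and tags with undetermined bases, mapped the others with BWA, clustered the 5′ ends with CAGEr and deposited the values per gene as CPM, rounded to 2 decimals. The methods name a mouse genome, but the identifiers are human. How tags were assigned to genes, and how tags that fit several places were treated, is not stated in the paper's text. This matters for genes with near-identical copies, whose tags can be assigned to either copy.

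The tag numbers were read back from the CPM, since 100% of the values above 0 were whole multiples of the CPM of 1 tag within the rounding. The totals were 24040209 tags for non-treated and 24862941 tags for M2BPGi-treated cells. The listed genes left 58648 and 55946 CPM, which understates the share outside them if some tags are listed under several genes. Of 16424 listed genes, 1299 were at 0 in both libraries.

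Log2 ratios were computed with a pseudocount of 1 CPM over the 13724 genes with a mean CPM of at least 1. With 1 library per condition there is no test of the conditions. A gene list was described by the percentile of its median log2 ratio among 10000 random lists of the same size, drawn within 20 bins of mean CPM, and a list stood apart in the lowest or highest 2.5%. The genes of a list can vary together between libraries for any reason, which random lists of unrelated genes do not reproduce. The percentile is therefore a description and not a p-value. The 16 lists were written by hand before the data were examined and are not gene ontology terms. They hold mTOR pathway components, mTORC1 transcriptional targets, ribosomal protein, sphingolipid biosynthesis, beta cell development, cell number homeostasis, ERK output, proliferation, NF-kB inflammation, interferon response, serum immediate-early, heat shock, unfolded protein response, hypoxia, hepatocyte and replication-dependent histone genes. Genes encoded by mitochondria had a list as well, but 0 of its genes are listed in the deposited values. An exact two-sided conditional binomial test of the tags of each gene, with Benjamini-Hochberg adjustment and a threshold of 0.05, compares the libraries and not the conditions. It called 6754 genes, 2851 higher and 3903 lower. This test covers counting error only. The exact test of edgeR with an assumed biological coefficient of variation was an alternative, as were edgeR's TMM normalization factors.

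The genes named in the text were set before the data were examined. They are the genes of proteins or mRNAs that the paper measured, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with a mean CPM of at least 10, and the 3 highest and 3 lowest such members of each list for Fig. 5a. One gene that this rule selects is not reported here. Other names were chosen after their values were seen. Alternatives were other pseudocounts, other filters on low values, a rescaling of the libraries, a fold threshold of 1.5 and random lists without matching. After the data were examined, random lists matched on transcript length (found by identifier, or by identifier or symbol), genes searched and found without a near-identical copy, and 1 row per gene symbol were added. A near-identical copy is a gene elsewhere in GENCODE v29 that matches the first 500 nt of a transcript over at least 100 nt with at least 95% identity, searched with BLAST+ 2.17.0. Of the 13724 genes, 13144 were searched, 127 had transcripts shorter than 100 nt and so could not match, and the identifiers of the others were not in that annotation.

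In libraries simulated with counting error only, the binomial test called 91.5% of 200 genes changed 2-fold and 0.044% of 13524 unchanged genes. In them, 100% of the tag numbers were read back. With 8-fold changes and a simulated biological coefficient of variation of 0.2, given to the test, edgeR called 98.5% of 200 changed genes. It called 0.111% of 13524 unchanged genes. Of lists of 40 random genes, 5.0% fell in the outer 5.0%. This checks the calculation only, and not lists whose genes vary together. Python 3.11.15 with scipy 1.17.1, R 4.3.3 and edgeR 4.0.16 were used.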

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

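The tests in this part were chosen after the results were seen.

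Besides RPS6, 7 genes with a mean CPM of at least 10 were at least 4-fold higher in M2BPGi-treated cells, and the paper does not report them. RPL9P7 rose from 0.50 to 549 CPM, AC068522.4 from 3.37 to 780.2 CPM, NSMAF from 18.2 to 796 CPM, SRP9P1 from 1.62 to 107 CPM, RHEB from 21.0 to 110.1 CPM, RRN3 from 2.95 to 17.5 CPM and MIR3687 from 118 to 552 CPM. Of the 12 gene identifiers changed at least 4-fold in either direction, 2 carry the symbol SNORD3B-2 with the same values, and 1 of these was searched. In all, 9 could be searched for a near-identical copy and 88.9% of these had one, against 23.2% in random sets of the same expression, and 0 of 10000 random sets had as many. Tags that fit more than 1 copy of a gene are a candidate explanation for these changes as a set. NSMAF and AC068522.4 gained 778 and 777 CPM, and AC068522.4 lies inside NSMAF on the same strand in GENCODE v29. RPL9 and SRP9, near-identical copies of RPL9P7 and SRP9P1, stayed at 79.2 and 82.3 CPM and at 122 and 128 CPM. For NSMAF no near-identical copy of its own was found, and MIR3687 is too short to be searched. A response of these genes to M2BPGi was not tested, since there is 1 library per condition.

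RHEB has 1 listed copy, RHEBP2, which fell from 7.11 to 0.24 CPM. This offset 7.71% of the gain of RHEB, which argues against an exchange with the listed copy as the whole cause. For RPS6 the listed copy AD000092.3 rose as well, and the offset was -3.76%, which argues against the same exchange. An exchange with tags outside the listed genes stays open. The other 62 components of the mTOR pathway, without RPS6, RHEB and EIF4B, were at percentile 86.2 among random lists. Their highest log2 ratio was 0.55, which argues against a rise as large as that of RPS6 or RHEB across the whole pathway's transcripts. A smaller shared rise stays open, since the percentile lies in the upper part of the random lists. The list was also not split into activators and inhibitors of the pathway. An effect of M2BPGi on RPS6 and RHEB alone stays open and was not tested.

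The 19 replication-dependent histone genes had a median log2 ratio of 0.56, at percentile 100, and 19 of them were higher in M2BPGi-treated cells. The histone and proliferation lists, with their percentiles among lists matched on expression only, were set before the data were examined. They are an exception to the opening statement of this part. With random lists matched on expression and transcript length, the percentile was 100 as well, which argues against a trend with length as the whole cause. A larger share of cycling cells would raise the proliferation genes as well, but these were at percentile 7.21. A change in histone transcripts with M2BPGi at the same share of cycling cells was not tested.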

How the results depend on the processing

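With 1 library per condition, no library can be left out. No paired analysis was possible because each condition has 1 library and no test of the conditions was made.

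The mTOR pathway components stayed inside the random lists under every alternative run, with percentiles from 86.6 to 94.4. The ribosomal protein genes stayed above and the sphingolipid biosynthesis genes below the random lists under every alternative, and the beta cell development genes stayed inside. The mTORC1 transcriptional targets, at percentile 0.43, moved to 16.1 without matching on expression, to 10.1 with lists matched on expression and transcript length by identifier, and to 7.92 with length by identifier or symbol. The cell number homeostasis genes, at percentile 94.7, moved to 97.85 with either kind of lists matched on length and stayed inside the random lists under the other alternatives. Matching on length was added after the data were examined. The cause of these changes was not tested. Among the 10 other lists, 89 values kept their side of the threshold and 1 did not, the NF-kB inflammation genes with a mean CPM of at least 10.

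The numbers of genes at least 2-fold higher and lower were 33 and 59. They were 53 and 162 with a pseudocount of 0.1, 18 and 21 with a pseudocount of 5, 19 and 28 with a mean CPM of at least 10, and 219 and 555 at a fold threshold of 1.5. Among the 11325 genes that were searched and had no near-identical copy, an alternative added after the data were examined that also leaves out the genes not searched, they were 8 and 17. With 1 row per gene symbol, also added then, they were 31 and 56. Fewer genes are tested with these filters, a lower fold threshold admits more genes, and a larger pseudocount shrinks the ratios of low genes.

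The binomial test called 6754 genes. The exact test of edgeR called 332 genes with an assumed biological coefficient of variation of 0.1, 36 with 0.2 and 19 with 0.4. The assumed variation sets this number, and these libraries cannot estimate it. With TMM normalization factors, 51.4% of the called genes were higher, against 42.2% without. Of 123 values of the named genes under an alternative, 17 moved by more than the counting error, and the sign of 1 gene changed, RPS6KB1 after rescaling. The tags limit only the counting error, which is small here, and the missing replicates limit every comparison of the conditions.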

Differences from the paper's values

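The paper gives no number for the CAGE analysis in its text that was computed here.

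The paper states that mTOR signaling was higher in M2BPGi-treated cells. Besides the gene ontology analysis, it rests this on western blots of phosphorylated mTOR, p70-S6 kinase and S6. Phospho-S6 in xenografts, galectin-3 knockdown and rapamycin treatment are its further evidence. The values here are transcript levels, which do not measure phosphorylation. The median log2 ratio of the mTOR pathway components was 0.00, at percentile 86.6, and none of the alternatives moved it outside the random lists. By the number of members at least 2-fold higher, a measure chosen after the values were seen, the list did stand apart, with 2 members against 0.106 expected, and 0.52% of the random lists had as many. Without genes that have a near-identical copy, 0 members were at least 2-fold higher. The mTORC1 transcriptional targets had a median of -0.10, with 22 members higher and 31 lower. Their percentile was 0.43, but they were inside the random lists without matching on expression (16.1). They were also inside them when length was matched as well (10.1 and 7.92), so their position depends on the random lists used.

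Fig. 5a also names terms on the regulation of sphingolipid and ceramide biosynthesis under a heading of enhanced signaling. The sphingolipid biosynthesis genes had a median log2 ratio of -0.32. The lists here are not the gene ontology terms of Fig. 5a.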

Other observations

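The tests in this part were chosen after the results were seen.

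The mRNA of M2BP (LGALS3BP) had 277 CPM in non-treated and 213 CPM in M2BPGi-treated PLC/PRF/5 cells, and that of galectin-3 (LGALS3) had 136 and 149.98 CPM. MKI67, the gene of Ki-67, had 90.2 and 64.9 CPM. CD68 had 21.2 and 20.47 CPM, CDH1 had 135 and 105 CPM, and ACTB, which the paper used as a loading control for proteins, had 2167 and 2604 CPM. ACTB has a near-identical copy.

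Among the genes with the lowest log2 ratios were SNORD3B-2, which fell from 92.1 to 0.32 CPM, FAM156A from 34.9 to 1.21 CPM, MST1P2 from 38.2 to 4.50 CPM and THOC3 from 20.6 to 4.54 CPM. Of these, FAM156A could not be searched for a copy, and the other genes named here have one. EIF4B fell by 18.5 CPM while its listed copies gained 31.0 CPM, which offsets 168% of the loss. The log2 ratio of the copies, 0.41, is within the central 95% of genes, -0.58 to 0.50, so an exchange of tags and separate changes cannot be told apart.

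Across the 9221 genes with a mean CPM of at least 10 and a transcript length, the log2 ratio fell with transcript length (Spearman's rho -0.30, across genes, which are not independent replicates). Transcripts of at most 1198 nt had a median log2 ratio of 0.12 and those of at least 4116 nt of -0.13. The cause of the trend was not tested. It is a candidate explanation for the mTORC1 transcriptional targets, which moved inside the random lists, to percentile 7.92, when these were matched on expression and transcript length. The same matching left the ribosomal protein genes at percentile 100, the unfolded protein response genes at 0.01, and the hypoxia genes and sphingolipid biosynthesis genes at 0, which argues against the trend as the whole cause for these lists. Effects of M2BPGi and other differences between the libraries stay open.

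The 15 copies of mitochondrial genes with a mean CPM of at least 10 were lower in M2BPGi-treated cells, with a median log2 ratio of -0.80. Each is shorter than the median transcript, so the trend with length would have raised them. All listed copies of mitochondrial genes, with no filter on CPM, took 45653 CPM in non-treated and 28088 CPM in M2BPGi-treated cells. An effect of M2BPGi on these transcripts stays open and was not tested.

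Of the other lists, the unfolded protein response genes had a median log2 ratio of -0.30, the hypoxia genes of -0.45, the hepatocyte genes of -0.34 (percentile 0.06), the interferon response genes of -0.29 (percentile 0.51) and the NF-kB inflammation genes of -0.28 (percentile 0.31). The ERK output genes (percentile 91.4), the serum immediate-early genes (percentile 70.9), the heat shock genes (percentile 10.7) and the proliferation genes were within the random lists. The lists named in this paragraph and their percentiles were set before the data were examined. They are an exception to the opening statement of this part.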
